# DPPA3 facilitates genome-wide DNA demethylation in mouse primordial germ cells

**DOI:** 10.1186/s12864-024-10192-7

**Published:** 2024-04-05

**Authors:** Keisuke Toriyama, Wan Kin Au Yeung, Azusa Inoue, Kazuki Kurimoto, Yukihiro Yabuta, Mitinori Saitou, Toshinobu Nakamura, Toru Nakano, Hiroyuki Sasaki

**Keywords:** Stella, Dppa3, Prdm14, Tet1, Primordial germ cell, DNA demethylation, Epigenetic reprogramming

## Abstract

**Background:**

Genome-wide DNA demethylation occurs in mammalian primordial germ cells (PGCs) as part of the epigenetic reprogramming important for gametogenesis and resetting the epigenetic information for totipotency. *Dppa3* (also known as *Stella* or *Pgc7*) is highly expressed in mouse PGCs and oocytes and encodes a factor essential for female fertility. It prevents excessive DNA methylation in oocytes and ensures proper gene expression in preimplantation embryos: however, its role in PGCs is largely unexplored. In the present study, we investigated whether or not DPPA3 has an impact on CG methylation/demethylation in mouse PGCs.

**Results:**

We show that DPPA3 plays a role in genome-wide demethylation in PGCs even before sex differentiation. *Dppa3* knockout female PGCs show aberrant hypermethylation, most predominantly at H3K9me3-marked retrotransposons, which persists up to the fully-grown oocyte stage. DPPA3 works downstream of PRDM14, a master regulator of epigenetic reprogramming in embryonic stem cells and PGCs, and independently of TET1, an enzyme that hydroxylates 5-methylcytosine.

**Conclusions:**

The results suggest that DPPA3 facilitates DNA demethylation through a replication-coupled passive mechanism in PGCs. Our study identifies DPPA3 as a novel epigenetic reprogramming factor in mouse PGCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10192-7.

## Background

DNA methylation in the mammalian genome occurs predominantly in the context of CpG dinucleotide (CG methylation) and converts cytosine to 5-methylcytosine (5mC). It is important for many biological processes, including development, transposon silencing, genomic imprinting, and X-chromosome inactivation [1]. During development, lineage-specific CG methylation patterns are established and then maintained in somatic cells, but genome-wide demethylation occurs as part of the epigenetic reprogramming in germ cells and early embryos [2–4].

Primordial germ cells (PGCs), the common precursors of sperms and oocytes, arise in the epiblast by embryonic day 7.0 (E7.0) of mouse development. They undergo epigenetic reprogramming, including genome-wide CG demethylation, the first phase of which likely occurs via a replication-coupled passive mechanism [5–7]. Imprinting control regions (ICRs), X-linked CpG islands, and germline genes are relatively resistant to this demethylation [6, 8]. The remaining 5mC is progressively converted to 5-hyroxymethylcytosine (5hmC), most predominantly during E10.5–E11.5, via the action of Ten-eleven translocation methylcytosine dioxygenase 1 (TET1) [9–11], and then replaced by cytosine via either a passive mechanism or base excision repair [12]. By E13.5, the PGC genome, including the ICRs and germline genes but excluding some retrotransposons, becomes almost fully hypomethylated [6, 13]. Thus, the second phase of demethylation mediated by Tet1 is likely required for full reprogramming of the entire genome, except for the retrotransposons [11, 14, 15]. Female germ cells then maintain a hypomethylated state until the non-growing oocyte stage [16].

DPPA3 (also known as STELLA or PGC7) is a small protein produced in mouse PGCs and oocytes; gene knockout (KO) studies have revealed that, while KO mice develop normally, KO females are infertile. It was revealed that *Dppa3* serves as a maternal effect gene essential for preimplantation development [17–19]. While previous studies have reported a possible role for DPPA3 in protecting the maternal genome from TET-mediated CG demethylation [20–22], more recent studies have paradoxically indicated its role in demethylation or the prevention of excess methylation [23–26]. In contrast, DPPA3’s role in PGCs has not been explored well, partly due to the lack of a phenotype in KO PGCs [19, 27]. However, DPPA3 does exist in the nucleus of PGCs and then relocates to the cytoplasm after E10.5 [27], and a polymerase chain reaction (PCR)-based, sequence-specific methylation assay revealed the hypermethylation of certain retrotransposons in *Dppa3* KO PGCs [27].

In the present study, we investigated whether or not DPPA3 has a broader impact on CG methylation/demethylation in PGCs by whole-genome bisulfite sequencing (WGBS). We also investigated how the effect is brought about by examining the involvement of some regulatory pathways known to have a role in epigenetic reprogramming in this particular cell type.

## Results

### CG hypermethylation occurs in *Dppa3* KO PGCs

To investigate the role of DPPA3 in epigenetic reprogramming of PGCs, we used previously reported *Dppa3* KO mice, which carried a reverse tetracycline-transactivator insertion causing premature transcription termination [20]. A transgene encoding an enhanced green fluorescent protein (EGFP) driven by the *Pou5f1* promoter (*Pou5f1*-*Egfp*), of which expression marks PGCs [28], was introduced by crossing. We collected control and *Dppa3* KO PGCs from *Dppa3*^+/−^ and *Dppa3*^−/−^ embryos at E11.5 (sex differentiation not yet evident at this stage) (Fig. 1A, Additional file 1: Fig. S1A and Table S1) and subjected them to WGBS as described [29, 30]. In the subsequent stages, we focused on female germ cells and collected PGCs from female gonads at E13.5 and E16.5 (Fig. 1A, Additional file 1: Fig. S1A and Table S1) and fully grown oocytes (FGOs) from adult ovaries after postnatal 10 weeks. Following confirmation of the reproducibility in biological replicates (500-kilobase [kb] windows, *R* = 0.93$$ \sim $$0.99), data from these scarce cells were combined for downstream analyses (Additional file 1: Table S2).

**Fig. 1:**
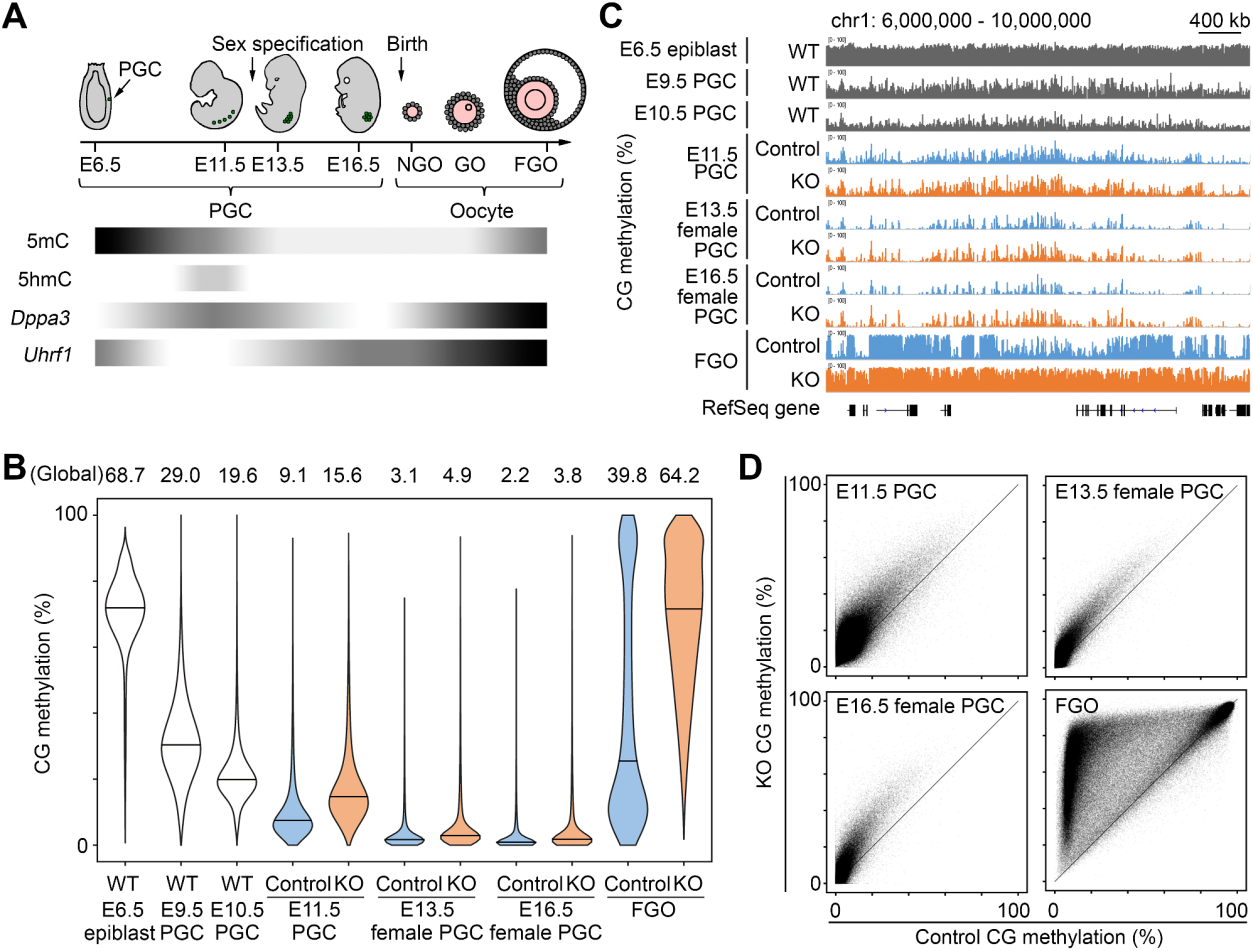
CG methylation reprogramming is partially impaired in *Dppa3*KO PGCs. (**A**) Chronology of PGC development and oocyte growth and changes in 5mC and 5hmC levels and *Dppa3* and *Uhrf1* expression. NGO, non-growing oocyte; GO, growing oocyte; FGO, fully grown oocyte. (**B**) Violin plots showing the distributions of regional CG methylation levels (in 10-kb windows) in control and KO PGCs and FGOs (only windows informative in all samples were used, *n* = 249,088). Published WGBS data [6, 11] were retrieved and reprocessed for wild-type epiblasts, E9.5 PGCs, and E10.5 PGCs. Horizontal bars indicate the median values. The global CG methylation levels are indicated above the plots. (**C**) CG methylation profiles of a portion of mouse chromosome 1. RefSeq genes are indicated at the bottom. (**D**) Scatterplots comparing regional CG methylation levels (10-kb windows, *n* = 249,088) in control and KO PGCs and FGOs

The global CG methylation levels of heterozygous control PGCs were very low at E11.5–16.5 (9.1–2.2%) and also consistent with the ongoing CG demethylation in wild-type PGCs (Additional file 1: Fig. S1B) [6, 11, 31]. *Dppa3* KO PGCs had CG methylation levels 1.5- to 1.8-fold higher than those of control PGCs, although the actual differences were small (ΔCG methylation 6.5%, 1.8%, and 1.6% at E11.5, E13.5, and E16.5, respectively) (Fig. 1B). The overall CG methylation patterns (in 10-kb windows) were grossly similar between the genotypes (Fig. 1C), but there were regions showing greater hypermethylation (Fig. 1D). These results suggest that the hypermethylation previously discovered at selected repetitive elements [27] extends to the whole genome and that DPPA3 plays a wider role in CG demethylation of PGC. Importantly, since the PGCs from *Dppa3* KO mice proliferate normally [19, 27], the observed hypermethylation is not attributable to a reduced dilution rate due to slower DNA replication.

Female germ cells undergo *de novo* CG methylation during the growing oocyte stage in the postnatal ovary (Fig. 1A) [16, 32]. The global CG methylation level of heterozygous control FGOs was similar to that of wild-type FGOs (39.8% vs. 39.2%) (Additional file 1: Fig. S1B), but *Dppa3* KO FGOs showed a global CG methylation level 1.6-fold higher than the control FGOs (64.2%, ΔCG methylation 24.4%) (Fig. 1B). While previous works identified hypermethylated gene promoters and CpG-rich regions in *Dppa3* KO FGOs [24, 33], our WGBS clearly extended their observations to broader regions normally hypomethylated in FGOs, including intergenic regions (Fig. 1C,D).

### IAP elements marked with H3K9me3 are the most hypermethylated in *Dppa3* KO PGCs

We then attempted to identify genomic regions hypermethylated in E13.5 *Dppa3* KO female PGCs. There were 14,618 differentially methylated regions (10-kb windows, ΔCG methylation > 10%), of which 14,395 were hypermethylated and 223 hypomethylated (Fig. 2A). This hypermethylation was also observed in E11.5 KO PGCs, E16.5 KO female PGCs and KO FGOs (Additional file 1: Fig. S2A). The hypermethylated regions were enriched for retrotransposons, such as the long terminal repeat (LTR) elements and long interspersed nuclear elements (LINEs) (1.9- and 2.2-fold enrichment over the whole genome, respectively) (Fig. 2B). Among the 888 repetitive element families including retrotransposons and tandem repeats, 32 were hypermethylated (ΔCG methylation > 10%), and 7 of the top 10 were intracisternal A particle (IAP) elements, a class of relatively young and active LTR elements (Fig. 2C). One LINE element (L1Md_F) was among the 32 hypermethylated elements, but the extent of its hypermethylation was smaller than that of IAP elements. These results are consistent with the previous locus-specific study on IAP and LINE-1 elements [27]. Interestingly, one of the top 10 was the major satellite repeat (GSAT_MM) (Fig. 2C), which was previously reported to be hypermethylated in *Dppa3* KO GOs [24]. This is consistent with the enhanced 5mC staining of DAPI-dense chromatin that we observed in *Dppa3* KO GOs (Additional file 1: Fig. S2B). Since the GOs of this stage are just at the beginning of *de novo* DNA methylation (Additional file 1: Fig. S2C), the hypermethylation likely persisted from the PGC stage. In addition, one-third of the ICRs (5/15), of which allele-specific methylation is normally erased by E13.5 [6, 11, 15], were also hypermethylated (> 1.3-fold) in *Dppa3* KO PGCs (the *Impact*, *U2af1-rs1*, *Kcnq1ot1*, *Igf2r*, and *Zac1* ICRs) (Fig. 2D).

**Fig. 2:**
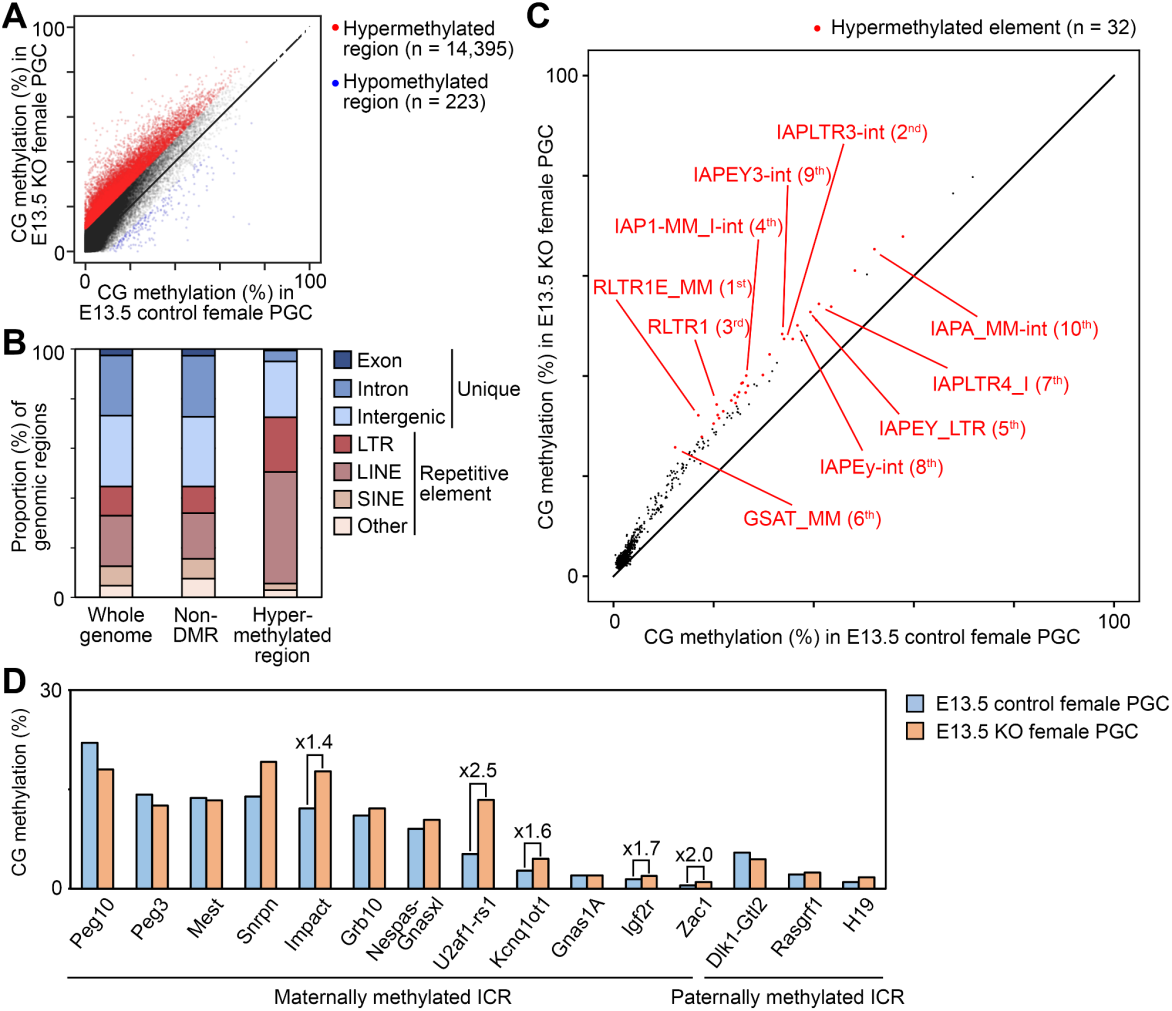
Hypermethylated regions are enriched for specific repetitive elements. (**A**) Scatterplots comparing regional CG methylation levels (10-kb windows) in E13.5 control and KO female PGCs (*n* = 254,013). Hypermethylated (ΔCG methylation > 10%, *n* = 14,395) and hypomethylated (ΔCG methylation <–10%, *n* = 223) regions are highlighted in red and blue, respectively. (**B**) Genomic context of the regions hypermethylated in E13.5 KO female PGCs. The proportions of indicated context categories relative to the total size of the hypermethylated regions (143.95 Mb) are shown. The genomic contexts of the whole genome and regions not showing differential methylation (non-DMRs) are also shown for comparison. (**C**) Scatterplots comparing CG methylations levels of repetitive elements in E13.5 control and KO female PGCs (*n* = 888). Only those with ≥ 50 genomic copies were analyzed. Hypermethylated elements (*n* = 32) are highlighted in red, and the top 10 are labelled with their respective rankings. (**D**) CG methylation levels at the ICRs in E13.5 control and KO female PGCs. The ICRs showing > 1.3-fold increase in CG methylation are marked with actual fold increase values

We then searched for a link between the CG hypermethylation and histone marks. We reprocessed published ChIP-seq data on various histone marks in wild-type E13.5 female PGCs [34] and found that the aberrant hypermethylation was most closely associated with histone H3 lysine-9 tri-methylation (H3K9me3) (Fig. 3A,B,C). This is consistent with the above finding that LTR elements, especially IAP elements, were the most severely affected, as these elements are marked and silenced by H3K9me3 in PGCs [35]. Previous immunostaining also showed that the pericentromeric heterochromatin (which includes the major satellite repeat) is marked by H3K9me3 in E11.5 and E13.5 PGCs [36]. In contrast, regions marked by H3K4me3, H3K4me1, H3K27ac, and H3K27me3, which are found in active regulatory elements and genic regions, were not associated with hypermethylation (Fig. 3B,C). The aberrant retention of CG methylation in the H3K9me3-marked regions is interesting, as this mark is recognized by the CG methylation maintenance factor ubiquitin-like with PHD and ring finger domain 1 (UHRF1) [37], which is released from the chromatin [23, 25], or even exported out of the cell nucleus [24, 26], by the action of DPPA3 in other cell types.

**Fig. 3:**
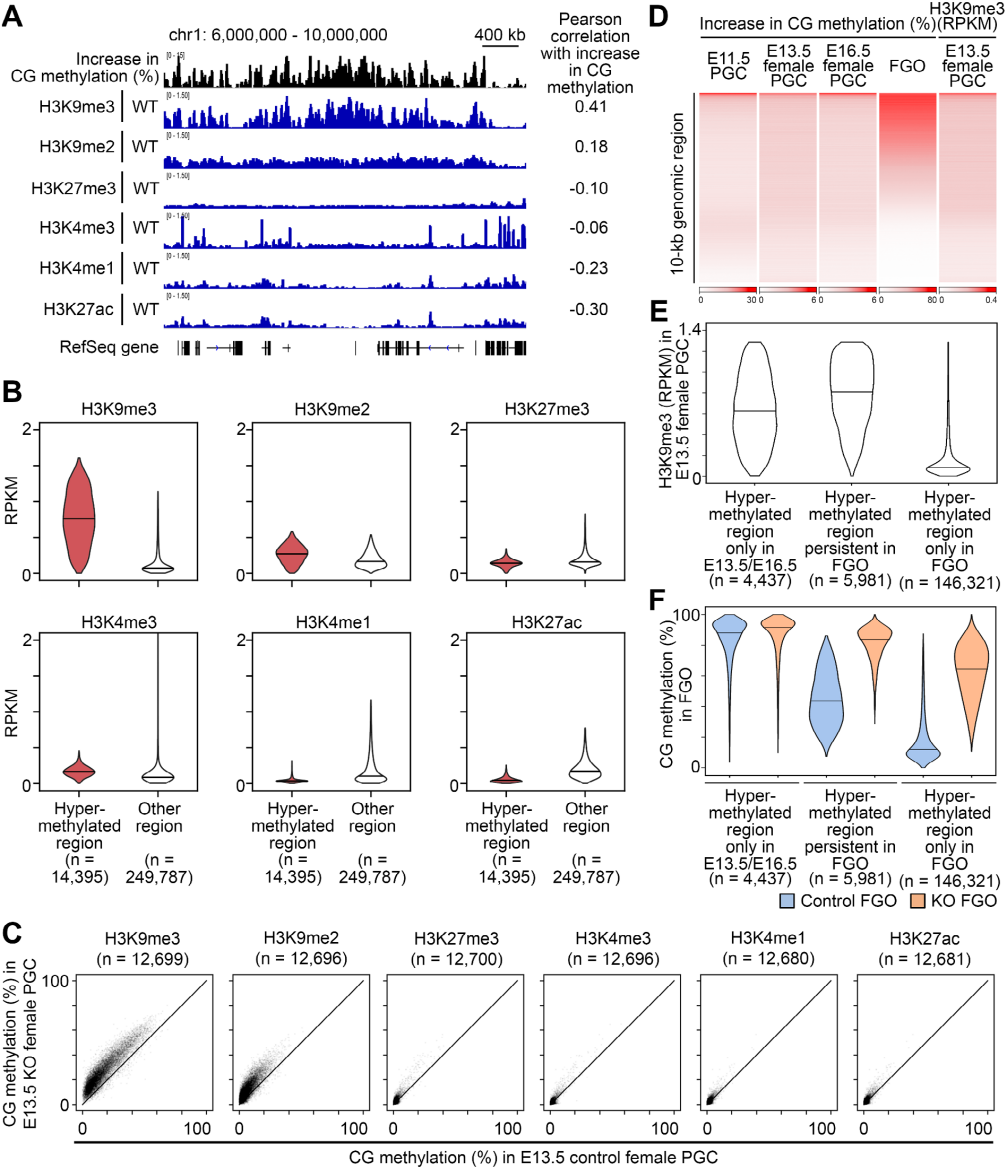
Hypermethylated regions are enriched for H3K9me3. (**A**) Increase in CG methylation (%) (KO– control) and histone mark profiles of a portion of mouse chromosome 1 in E13.5 wild-type female PGCs. Published ChIP-seq data [34] were retrieved and reprocessed. RefSeq genes are indicated at the bottom. (**B**) Violin plots showing the enrichment of histone marks in the hypermethylated (10-kb windows, *n* = 14,395) and other regions (*n* = 249,787) regions in E13.5 wild-type female PGCs. Horizontal bars indicate the median values. (**C**) Scatterplots comparing CG methylation levels of regions with specific histone marks (10-kb windows) in control and KO E13.5 female PGCs. Top 5% genomic regions with enrichment for specific histone marks were analyzed. The actual numbers of used windows are indicated for individual graphs. (**D**) Heatmap showing regional increase in CG methylation (%) in E11.5–16.5 PGCs and FGOs. H3K9me3 enrichment is from wild-type E13.5 female PGCs. (**E**) Violin plots showing the H3K9me3 enrichment in E13.5 wild-type female PGCs for regions hypermethylated only in E13.5/E16.5, persistent in FGO and only in FGO (identified in Additional file 1: Fig. S3F). Horizontal bars indicate the median values. (**F**) Violin plots showing the regional CG methylation levels in control and KO FGOs for regions hypermethylated only in E13.5/E16.5, persistent in FGO and only in FGO. Horizontal bars indicate the median values

### *Dppa3* KO has little impact on gene expression in PGCs

To investigate the impact of *Dppa3* KO and CG hypermethylation on gene expression, we next performed RNA-seq with E13.5 control and KO female PGCs (Additional file 1: Table S3). Only two genes were significantly affected (fold change > 4, *p* < 0.05): one was *Dppa3*, of which downregulation confirmed the genetic ablation, and the other was the choline kinase beta gene (*Chkb*), which showed aberrant derepression (Additional file 1: Fig. S3A). While loss-of-function mutations in human *CHKB* are associated with muscular dystrophy [38], the impact of its ectopic expression is currently unknown. The expression of repetitive elements was unchanged in KO PGCs (Additional file 1: Fig. S3B). In addition, all DNA methyltransferases (*Dnmt1*, *Dnmt3a*, *Dnmt3b*, *Dnmt3c*, and *Dnmt3l*) and *Uhrf1* remained unaffected (Additional file 1: Fig. S3C), suggesting that the observed hypermethylation was not due to their misregulation.

### Aberrant CG hypermethylation in PGCs persists in postnatal oocytes

Female PGCs maintain a globally hypomethylated state beyond E13.5, until *de novo* methylation starts after birth in GOs [16, 32]. We traced the fate of the aberrant CG hypermethylation (ΔCG methylation > 10%) detected in *Dppa3* KO female PGCs up to the FGO stage (Fig. 3D). A small proportion (17%, *n* = 12,407) of the regions hypermethylated in E11.5 KO PGCs (*n* = 72,907) remained hypermethylated at E13.5 (*n* = 3,608), E16.5 (*n* = 4,781), or both (*n* = 4,018) (Additional file 1: Fig. S3D). Notably, these regions were marked by H3K9me3 at E13.5 (Additional file 1: Fig. S3E). The rest of the regions hypermethylated in E11.5 KO PGCs (83%, *n* = 60,500) became almost unmethylated (mean CG methylation 3.9%) and were devoid of H3K9me3, suggesting that a DPPA3-independent mechanism compensates for the demethylation failure after E11.5. In contrast, about half (51%, *n* = 7,346) of the regions hypermethylated in E13.5 PGCs (*n* = 14,395) remained hypermethylated in E16.5 PGCs (Additional file 1: Fig. S3D).

We then identified 168,120 regions showing altered methylation in KO FGOs, of which 165,899 were hypermethylated (ΔCG methylation > 10%) (Additional file 1: Fig. S3F). Strikingly, 82% (*n* = 11,818) and 81% (*n* = 13,741) of the regions hypermethylated in E13.5 (*n* = 14,395) and E16.5 KO PGCs (*n* = 16,966), respectively, were also hypermethylated in KO FGOs (Additional file 1: Fig. S3F). Furthermore, a total of 5,981 regions were persistently hypermethylated from E13.5 to the FGO stage (42% of those hypermethylated at E13.5 and 35% of those hypermethylated at E16.5). Lastly, a large fraction (69%, *n* = 50,543) of the regions hypermethylated in E11.5 KO PGCs (*n* = 72,907) was also hypermethylated in KO FGOs. The major satellite repeat remained hypermethylated as well (Additional file 1: Fig. S3G), consistent with the previous observations in GOs and metaphase II oocytes [24]. Taken together, these findings suggest that once the hypermethylated state survives through the active demethylation phase between E11.5 and E13.5, it preferentially remains to be hypermethylated up to the FGO stage, although KO FGOs gain a large number of newly hypermethylated regions.

When we sought for the chromatin features of the regions persistently hypermethylated from E13.5 to the FGO stage, they tended to have high levels of H3K9me3 at E13.5 (Fig. 3D,E). Notably, the persistently hypermethylated regions had CG methylation levels higher than those of the FGO-specific hypermethylated regions in control FGOs (Fig. 3F). Regions hypermethylated in E13.5 and E16.5 PGCs (*n* = 4,437) were almost fully methylated in both control and KO FGOs (Fig. 3F).

It was previously reported that the CG hypermethylation of *Dppa3* KO FGO in part persists to the two-cell-embryo stage and causes misregulation of genes [24]. Of the 1,637 transcripts reported to be downregulated in maternal KO 2-cell embryos [24], 15 were located in the persistently hypermethylated regions and 862 in the FGO-specific hypermethylated regions. The 15 downregulated transcripts were not initiated from repetitive elements and a majority (11/15) belonged to the olfactory receptor family (Additional file 1: Table S4). Thus, the persistent hypermethylation initiating from E13.5 PGCs appears to impact at least some genes in two-cell embryos, but its significance in the developmental phenotype is currently unknown.

### DPPA3 is regulated by PRDM14 in PGCs

PR domain-containing transcription factor 14 (PRDM14) is a master regulator of epigenetic reprogramming in embryonic stem cells (ESCs) and PGCs [39]. Given the observed role for DPPA3 in CG demethylation in PGCs, we wondered if there was a link between PRDM14 and DPPA3. Using published ChIP-seq data in mouse ESCs and epiblast-like cells (EpiLCs) expressing exogenous *Prdm14* [40, 41], we found a sharp PRDM14 peak in a region 1.8-kb upstream of *Dppa3*, with chromatin features typical of an active enhancer in E13.5 female PGCs [34] (Fig. 4A). Furthermore, *Dppa3* was downregulated in *Prdm14* KO PGCs [42], revealed by microarray and quantitative PCR analyses (Fig. 4B; Additional file 1: Fig. S4A). In addition, a reanalysis of our RNA-seq data from *Prdm14* KO PGC-like cells (PGCLCs) [43] showed a failure in *Dppa3* activation during their specification in vitro (Additional file 1: Fig. S4B). These results are consistent with the previously reported diminished immunostaining of DPPA3 in *Prdm14* KO PGCs [42]. 

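The microarray experiment measured *Dppa3* in single PGCs from embryos of *Prdm14*+/- parents at E7.25-E7.5, and the methods place the genotyping of the embryos before dissection. Cells from the base of the allantois bud, where PGCs first gather, were picked individually and their cDNA was amplified. Cells that were positive for *Prdm1*, an early marker of the germ cell lineage, by PCR were taken as PGCs, and the cDNA of each was hybridised to 1 Affymetrix mouse genome array. The deposited genotype labels give 13 cells as WT, 13 as *Prdm14*+/- and 4 as *Prdm14* KO. Fig. 4B prints n = 4 for WT, n = 8 for *Prdm14*+/- and n = 8 for *Prdm14* KO, and the paper's text does not name the cells it used, so all 30 deposited cells were analysed under their labels. The labels name no embryo, so each genotype was treated as 1 sample. SDs describe the spread between cells, and no p-value was computed. The array codes show 3 runs. Run 1 held 10 cells labelled WT, run 2 held 3 labelled WT and 7 labelled *Prdm14*+/-, and run 3 held 6 labelled *Prdm14*+/- and the 4 labelled *Prdm14* KO. Cells labelled WT and *Prdm14* KO therefore shared no run. The authors calculated the values as log2 MBEI with dChip, from the difference between perfect-match and mismatch probes. Whether the arrays were scaled to each other before deposit is not given in the sources used here. On average 63.7% of the 45101 probe sets of an array were listed at 0, with a range of 58.9% to 69.6% over the 30 arrays, so the median of every array was 0. Values below 64 MBEI, or 6 on the log2 scale, were set to that floor, and values at the floor have no order. Each difference is between means of floored log2 values. The number of arrays limits its precision.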

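*Prdm14* itself, the targeted gene, had its highest mean in the cells labelled *Prdm14* KO. Its level was 11.40 ± 0.98 on the log2 MBEI scale (SD, n = 4 cells), compared with 9.70 ± 1.93 (SD, n = 13) in cells labelled *Prdm14*+/- and 7.40 ± 1.85 (SD, n = 13) in cells labelled WT. It was at the floor in 7 of the 13 cells labelled WT, in 1 of the 13 labelled *Prdm14*+/- and in 0 of the 4 labelled *Prdm14* KO. The transcript thus ran against the genotype labels. Whether its probe set lies in the deleted part of the allele is not given in the sources used here, and if it lies outside, it does not check the labels. *Dppa3* lies on chromosome 6 of GRCm38 (mm10) from 122626424 to 122630271, and its level followed the same order. It was 12.55 ± 0.38 (SD, n = 4) in the cells labelled *Prdm14* KO, 10.23 ± 2.87 (SD, n = 13) in those labelled *Prdm14*+/- and 9.05 ± 2.01 (SD, n = 13) in those labelled WT. Read by the deposited labels, the direction between KO and WT is therefore opposite to that drawn in Fig. 4B. The mean of the cells labelled *Prdm14* KO was higher than that of the cells labelled WT by 3.51, more than the pooled SD between cells of 1.81, and all 13 cells labelled WT lay below every cell labelled *Prdm14* KO. The difference of 2.33 between the cells labelled *Prdm14* KO and *Prdm14*+/- was within the pooled SD of 2.58 and was 0.60 between medians. Also within the SD was the difference of 1.18 between those labelled *Prdm14*+/- and WT (pooled SD of 2.48). Within array run 3, the mean of the cells labelled *Prdm14* KO exceeded that of the cells labelled *Prdm14*+/- by 3.53. Within run 2, the mean of those labelled *Prdm14*+/- exceeded that of the 3 labelled WT by 4.18, and 2 of these 3 lay at the floor. Run 1 held no other label, so blocking by run leaves only these 3 cells to stand for WT. With the run as a block the difference between the labelled KO and WT cells was 7.71. Of 12 germ cell genes listed before the data were examined, 10 were measured. Between the same 2 labels, 7 of these were higher by at least 1 in the cells labelled *Prdm14* KO and 0 were lower by as much. Among them were *Kit*, the receptor tyrosine kinase that PGCs need to survive and migrate, by 1.77 and *Prdm1* by 1.73. *Itgb3* was higher by 2.49, but this size depends on the floor, at which all cells labelled WT lay. *Tfap2c*, a transcription factor of PGC specification, was higher by 1.23, within its pooled SD of 1.45. These differences take their direction from the same labels. Blocking by array run, which leaves only the 3 cells labelled WT of run 2, changes their size. With the run as a block the differences were 2.84 for *Itgb3*, 2.68 for *Kit*, 1.25 for *Prdm1* and 3.05 for *Tfap2c*, while *Alpl*, another of the 7, went from 1.08 to -0.01. The labelled groups also differed outside this list. The median over 17 somatic mesoderm genes differed by -0.57, a control probe set for the 5′ end of *Gapdh* differed by -0.56, and a Y-linked gene was above the floor in 4 of 4 cells labelled *Prdm14* KO and 5 of 13 labelled WT. The median difference of the germ cell list, which holds *Prdm14* and *Dppa3*, was 1.48 and lay above all of 10000 random lists of genes of similar level, a description of these cells only. The paper states that *Dppa3* was downregulated in *Prdm14* KO PGCs in this experiment, and it reports *Dppa3* as lower in the KO by quantitative PCR of single cells, by RNA-seq of PGCLCs and in the immunostaining it cites. Those measures were not analysed here, and whether they bear on the labels was not tested. From these results and the PRDM14 peak upstream of *Dppa3*, it proposes that PRDM14 regulates *Dppa3*.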

Taken together, these data suggest that *Dppa3* is regulated by PRDM14, presumably through a direct mechanism, and works downstream of this master regulator of epigenetic reprogramming in PGCs.

**Fig. 4:**
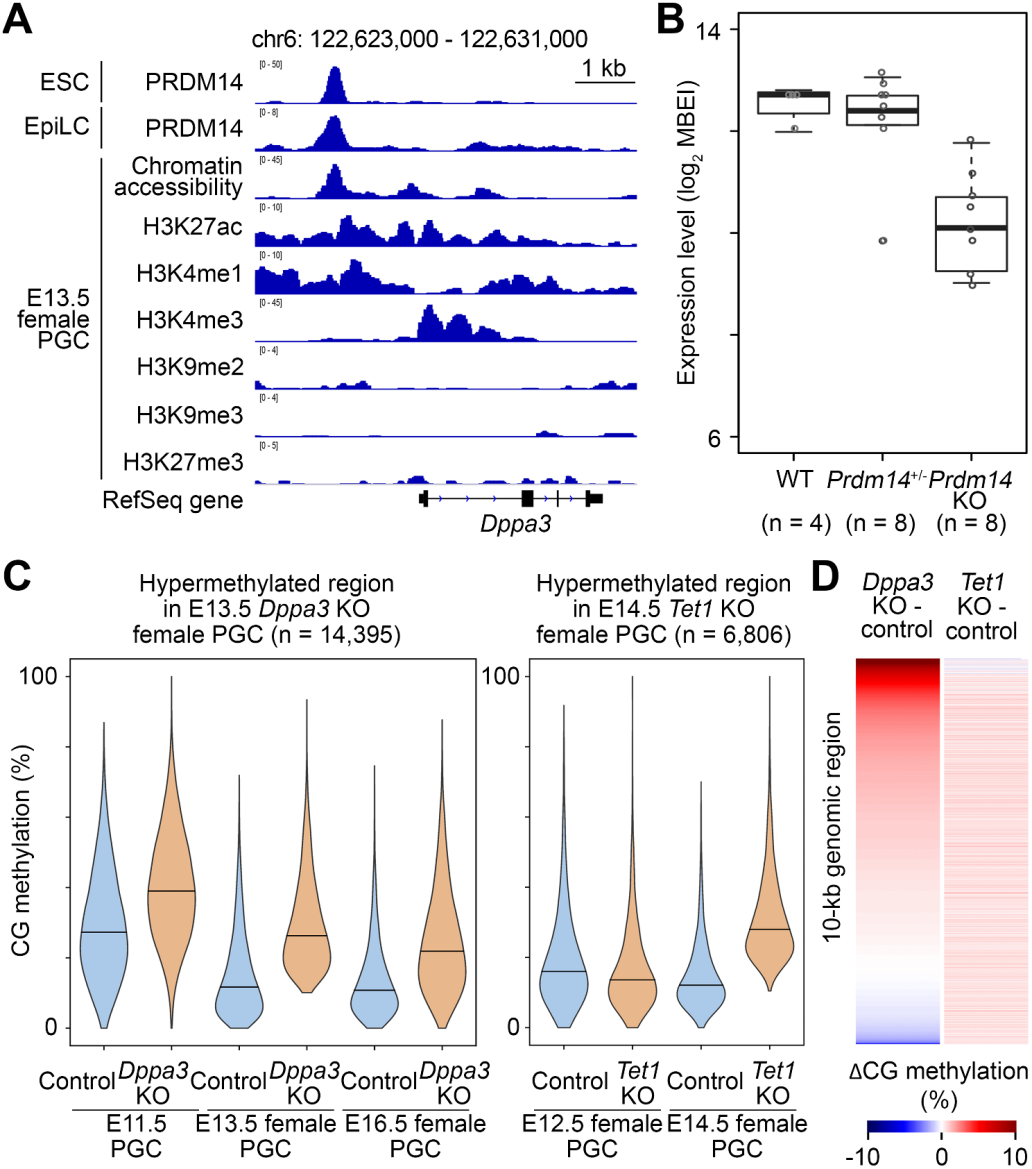
DPPA3 acts in the downstream of PRDM14 and independently of TET1. (**A**) ChIP-seq data showing a PRDM14 peak in an upstream region of *Dppa3* and enrichment of histone marks typical of an active enhancer. Chromatin accessibility data is also shown. Published ChIP-seq data from ESCs and EpiLCs overexpressing *Prdm14* [40, 41] and from E13.5 female PGCs [34] were reprocessed. (**B**) *Dppa3* expression in E7.25-E7.5 *Prdm14* KO PGCs revealed by single cell microarray analysis. (**C**) Violin plots showing that CG hypermethylation of *Dppa3* KO PGCs is already seen at E11.5 (10-kb windows, *n* = 14,395) (left) while hypermethylation of *Tet1* KO PGCs occurs only after E12.5 (*n* = 6,806) (right). Horizontal bars indicate the median values. Published WGBS data [11] were retrieved and reprocessed for control and *Tet1* KO female PGCs. (**D**) Heatmap showing that different regions are hypermethylated in *Dppa3* KO and *Tet*1 KO E13.5 female PGCs (*n* = 166,566). The heatmap was produced based on the extent of CG methylation differences (∆CG methylation). Published WGBS data [14] were retrieved and reprocessed for control and *Tet1* KO PGCs

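The deposited single-cell *Dppa3* values differed in spread between the labelled genotypes. In the 4 cells labelled *Prdm14* KO, the deposited *Dppa3* levels were 11.98, 12.71, 12.72 and 12.80 on the log2 MBEI scale. The 13 cells labelled *Prdm14*+/- fell far apart. *Dppa3* was 13.06, 12.92, 12.70, 12.61, 12.40, 12.21 and 12.12 in 7 of them and 9.85, 9.03, 8.07 and 4.21 in 4, and it was listed at 0 in the other 2. In the 13 cells labelled WT it was 11.77, 11.21, 10.71, 10.58, 10.10, 9.88, 9.26, 9.25, 9.02, 7.82, 4.63 and 3.40 in 12, and it was listed at 0 in 1. *Prdm1* was above the floor in all 30 cells. It had a mean of 11.85 ± 0.37 (SD, n = 4) in the cells labelled *Prdm14* KO, 10.23 ± 1.36 (SD, n = 13) in those labelled *Prdm14*+/- and 10.11 ± 1.20 (SD, n = 13) in those labelled WT. Groups are given by their deposited labels, against which the *Prdm14* transcript ran.

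**Figure D1:**
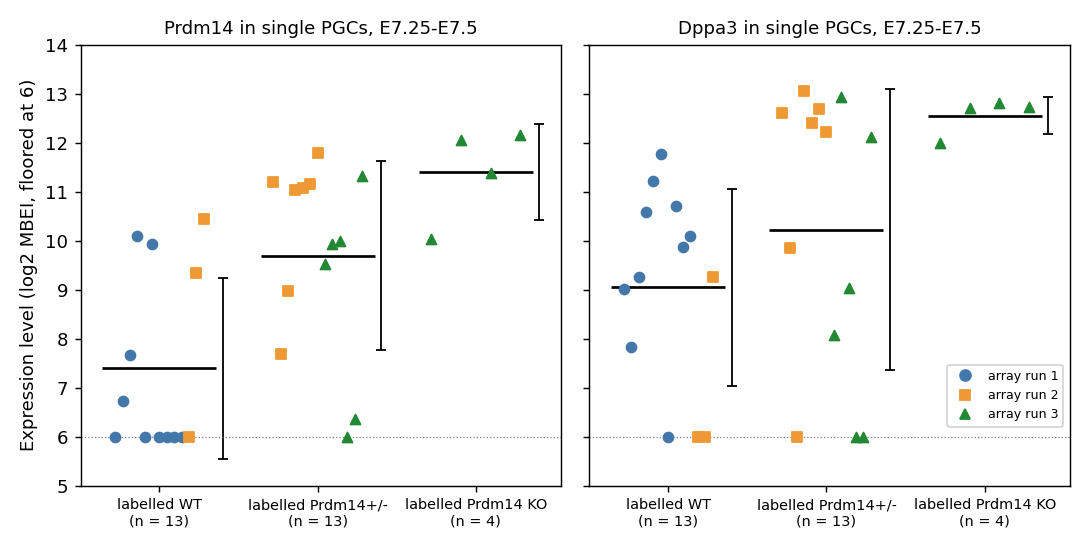
*Prdm14* (left) and *Dppa3* (right) in each cell, as log2 MBEI with values below 6 set to 6 (dotted line), by deposited genotype label. Symbols mark the array run, horizontal lines the mean and bars the SD between cells. The 4 cells labelled *Prdm14* KO lie between 11.98 and 12.80 for *Dppa3* and between 10.03 and 12.15 for *Prdm14*.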

### DPPA3 works independently of TET1 in CG demethylation in PGCs

It was previously reported that *Dppa3* KO PGCs have higher 5mC levels and lower 5hmC levels at both IAP and L1 elements than control PGCs [27]. As 5hmC is a demethylation intermediate generated from 5mC via the catalytic activity of TET dioxygenases [12], Nakashima et al. [27] speculated that DPPA3 may have a role in TET-mediated demethylation in PGCs. Among the *Tet* family genes, *Tet1* is the most highly expressed in PGCs (our reanalysis of published data from [6] and [44]; Additional file 1: Fig. S4C) and furthermore shown to be responsible for the majority of 5hmC detected in PGCs [11]. To test whether TET1 is involved in demethylation facilitated by DPPA3, we compared our WGBS and RNA-seq data from *Dppa3* KO PGCs with those from *Tet1* KO PGCs [11, 14]. It was found that, first, while *Dppa3* KO PGCs showed failure in demethylation already at E11.5, *Tet1* KO PGCs started to show it only after E12.5 [11] (Fig. 4C). Second, *Dppa3* and *Tet1* KO affected CG methylation of different genomic regions in E13.5 female PGCs [14] (Fig. 4D). Finally, while a total of 899 genes were downregulated in *Tet1* KO female PGCs at E13.5 (false discovery rate < 0.05) [14], their expression was totally unaffected in *Dppa3* KO PGCs. Conversely, *Chkb*, which showed aberrant derepression in *Dppa3* KO PGCs (Additional file 1: Fig. S3A), was unaffected in *Tet1* KO PGCs. In addition to the above, while a recent study showed that *Dppa3* is downregulated in *Tet1/Tet2* KO naïve embryonic stem cells [26], this does not occur in *Tet1* KO female PGCs [14]. These results strongly suggest that DPPA3 and TET1 work independently in CG demethylation in mouse PGCs.

## Discussion

Genome-wide epigenetic reprogramming is an important event in mammalian PGC development. In this study, we investigated the role of DPPA3 in the epigenetic reprogramming of PGCs using *Dppa3* KO mice and found that this small protein facilitates genome-wide CG demethylation even before sex differentiation. The study thus extends the previous observation that certain retrotransposons are hypermethylated in *Dppa3* KO PGCs [27]. Since it appears that DPPA3 works downstream of PRDM14, a master regulator of epigenetic reprogramming, it is likely that the DPPA3-dependent CG demethylation is part of more comprehensive epigenetic reprogramming orchestrated by this factor.

Regarding how DPPA3 facilitates CG demethylation in PGCs, we speculate that the mechanism involves UHRF1, a CG methylation maintenance factor [37]. Previous studies showed that DPPA3 disrupts the UHRF1 binding to the chromatin in cultured cells [23, 25] and even facilitate its export to the cytoplasm in oocytes and embryonic stem cells [24, 26]. Together with these and other findings, it has been suggested that, in non-proliferating oocytes, DPPA3 prevents aberrant de novo methylation mediated by DNMT1 and UHRF1 [24]. We envisage that DPPA3 perhaps facilitates replication-dependent passive demethylation in proliferating PGCs. The involvement of UHRF1 is consistent with the observation that the genomic regions aberrantly CG hypermethylated in *Dppa3* KO PGCs were marked with H3K9me3, as this protein contains a tandem Tudor domain recognizing H3K9me3 [45]. Furthermore, lines of evidence that we presented in this study suggest that DPPA3 contributes to the CG demethylation independently of TET1, the major enzyme that converts 5mC to 5hmC in PGCs (Hill et al. 2018; Additional file 1: Fig. S4C). In naïve embryonic stem cells, PRDM14 maintains the hypomethylated state of the genome through TET1/TET2-mediated active demethylation [46]. If this applies to PGCs as well, PRDM14 should regulate multiple CG demethylation pathways involving both active and passive mechanisms in these cells.

*Dppa3* is dispensable for PGC development [19, 27] but serves as a maternal effect gene essential for preimplantation development [17–19]. Previous works have indicated that, in oocytes that lack DPPA3, both the chromatin state and cytoplasmic factors acquire defects that impair the development of maternal KO embryos [24, 47]. Since the defects imposed during oogenesis conceal those originating from PGCs, it is difficult to know whether or not the loss of *Dppa3* in PGCs contributes to the developmental phenotype. However, our data show that at least some genes persistently hypermethylated in KO PGCs and FGOs are downregulated in maternal KO 2-cell embryos, leaving the possibility that they play a role in the developmental defect. Furthermore, a previous work indicated that maternal KO 2-cell embryos show impaired chromocenter formation, probably due to the downregulation of the H3.3-specific histone chaperone DAXX, followed by impaired H3.3 incorporation and reduced reverse-strand transcription of the major satellite repeat, which are essential for chromocenter formation [47]. The persistent CG hypermethylation of the major satellite initiated in KO PGCs could persist to embryos and contribute to the reduced transcription of this repeat. Further studies are needed to understand the precise role of DPPA3 in the reprogramming of DNA methylation in PGCs.

## Conclusions

Mouse DPPA3 plays a role in genome-wide DNA demethylation in E11.5 PGCs before sex differentiation. *Dppa3* knockout female PGCs therefore show aberrant hypermethylation at E13.5 and E16.5, most predominantly at H3K9me3-marked retrotransposons, which persists up to the FGO stage. DPPA3 works downstream of PRDM14, a master regulator of epigenetic reprogramming in embryonic stem cells and PGCs, and independently of TET1, an enzyme that hydroxylates 5-methylcytosine. The results suggest that DPPA3 facilitates DNA demethylation through a replication-coupled passive mechanism. Our study identifies DPPA3 as a novel epigenetic reprogramming factor in mouse PGCs.

## Methods

### Genetically modified mice and genotyping

Mice carrying an insertion at the first exon of *Dppa3* (*Dppa3* KO mice) and those carrying an *Pou5f1*-*Egfp* transgene were described previously [20, 28]. They were of the C57BL/6J background. Genotyping was performed by PCR using the primers described in the original reports.

### Embryo, PGC, and FGO collection

Embryos were obtained at E11.5, E13.5 and E16.5 from the uteri of *Dppa3*^+/−^ females crossed with *Dppa3*^−/−^ males carrying the *Pou5f1*-*Egfp* transgene. The sex of the embryos was determined by visual inspection of the gonads at E13.5 and E16.5. After genotyping for the *Dppa3* alleles and the transgene, the gonads were digested using 0.25% trypsin/0.5 mM EDTA/1 µg/ml DNaseI in phosphate-buffered saline (PBS) [48]. EGFP-positive PGCs were isolated using a FACSMelody system (BD Bioscience) into a low-retention 1.5-ml tube containing 0.1% bovine serum albumin (BSA) in PBS. After centrifugation, supernatant was removed. Embryos were also obtained at E7.25-E7.5 from the uteri of *Prdm14*^+/−^ females crossed with *Prdm14*^+/−^ males. After genotyping for the *Prdm14* alleles, the base of the allantois bud (PGC-enriched) was dissected and digested using 0.05% trypsin/0.5 mM EDTA in PBS. Single cells were randomly picked for cDNA synthesis. FGOs were harvested from adult (≥ 10 weeks old) ovaries by needle puncture. The cells were flash-frozen in liquid nitrogen and stored at − 80 °C until use.

### WGBS and RNA-seq

WGBS libraries were constructed using the post-bisulfite adaptor tagging method as described [29, 30]. PGCs and FGOs were spiked with 1% unmethylated lambda phage DNA (Promega). Libraries were amplified with KAPA library amplification kit (KAPA) for four cycles. For RNA-seq, total RNA was extracted from PGCs using Trizol reagent (Thermo Fisher Scientific). Libraries were constructed using NEBNext rRNA Depletion Kit, NEBNext Ultra II Directional RNA Library Prep Kit for Illumina, and NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs) (NEB). WGBS and RNA-seq libraries were sequenced using the Illumina HiSeq 1500/2500 platform (HCS v2.2.68 and RTA v1.18.66.3) [49] and NovaSeq 6000 platform (NVCS v.1.6 and RTA v.3.4.4).

### Single cell quantitative PCR and microarray analysis

Individual cells obtained from the base of the allantois bud at E7.25-E7.5 were lysed and were subjected directly to cDNA synthesis. Quantitative PCR for *Prdm1* and *Dppa3* expression was performed using the 7900 Real-Time PCR System (Applied Biosystems) [42]. cDNA from individual PGCs was subjected to microarray analysis using GeneChip Mouse Genome 430 2.0 array (Affymetrix) and GeneChip Scanner 3000 (Affymetrix) [50]. Expression levels were calculated as model-based expression index (MBEI) using the dChip 1.3 software (Affymetrix).

### Immunostaining

Growing oocytes collected at postnatal day 7 were fixed in 3.7% paraformaldehyde in PBS for 20 min, washed with PBS containing 0.1% BSA, permeabilized with 0.5% Triton X-100 for 15 min. The cells were denatured with 4 N HCl for 10 min, neutralized with 100 mM Tris-HCl (pH 8.5) for 20 min, and then incubated with 1/500 anti-5mC (Eurogentec) and 1/500 anti-5hmC (Active Motif) primary antibodies for 1 h at room temperature. After washing with in PBS with BSA, the cells were incubated with 1/250 fluorescein isothiocyanate-conjugated anti-mouse IgG (Jackson Immuno-Research) and 1/250 rhodamine-conjugated anti-rabbit IgG (Jackson Immuno-Research) for 1 h. The oocytes were then mounted on a glass slide in VECTASHEILD medium with DAPI (Vector Laboratory) and observed under a CSU-10 confocal laser scanning microscope (Yokogawa) with an ImagEM EM-CCD camera (Hamamatsu).

### Reference sequences

RefSeq transcript assemblies (RefFlat and GTF) and the repeat masker track of mouse genome mm10 were obtained from the UCSC Table Browser [51]. The coordinates of the ICRs [52] were adapted for mm10.

### WGBS data analyses

Reads were trimmed to remove low-quality bases and adapter sequences using Trim-Galore! v0.6.0 (Babraham Institute) and mapped to mouse genome mm10 using Bismark v0.20.0 [53]. Methylation data at CG sites covered with 3–100 reads were extracted for the downstream analyses. Windows with fewer than five informative CG sites were excluded. To study CG methylation at repetitive elements, those with ≥ 50 genomic copies were considered. Differentially methylated regions were defined as 10-kb windows with a CG methylation difference of > 10% and a p value of < 0.05 (t-test). Published WGBS data from epiblast cells, PGCs at E9.5 and E10.5, and control and *Tet1* KO PGCs at E12.5, E13.5, and E14.5 [6, 11, 14] were retrieved from the databases and reprocessed as above.

### RNA-seq data analyses

Reads were trimmed and mapped to mouse genome mm10 by HISAT2 v2.0.5 [54]. Transcripts were assembled by StringTie v2.1.4 [55]. RefSeq-annotated microRNA and snRNA were excluded in the downstream analyses. Genes with (1) fragments per kilobase of exon per million reads mapped (FPKM) ≥ 1 in either E13.5 control or KO female PGCs, (2) > 4-fold changes, and (3) p value of < 0.05 (t-test) were defined as differentially expressed genes. Published RNA-seq data [24] were retrieved and reprocessed for control and maternal KO 2-cell embryos. Expression levels of repetitive elements with ≥ 50 genomic copies were determined using VisR v0.9.42 [57].

### ChIP-seq data analyses

Published ChIP-seq data from E13.5 female PGCs, ESCs and EpiLCs [34, 40, 41] were retrieved. Reads were trimmed and mapped to mouse genome mm10 by bowtie2 v2.2.9 [56]. Duplicate and low-quality reads (MapQ < 5) were removed using Picard v2.6.0 (Broad Institute). Enrichment for repetitive elements with ≥ 50 genomic copies was determined using VisR v0.9.42 [57].

### Statistical analyses and graph generation

Statistical analyses and graph generation were performed by python v3.6.8 [58], deepTools v3.3.1 [59], and the Excel 2016 software (Microsoft). Genome browser shots were generated using Integrative Genomics Viewer [60].

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Additional file 1**: **Fig. S1.** *Dppa3* KO in mouse PGCs. Related to Fig. 1. **Fig. S2.** CG methylation in oocytes [61, 62]. Related to Fig. 2. **Fig. S3.** Reprogramming defects persists in postnatal oocytes. Related to Fig. 3. **Fig. S4.** DPPA3 acts in the downstream of PRDM14 and independent of TET1. Related to Fig. 4. **Table S1.** Number of PGCs collected in this study. Related to Fig. 1 and Fig. S1. **Table S2.** Sequencing and mapping summary of WGBS. Related to Fig. 1 and Fig. S1. **Table S3.** Sequencing and mapping summary of RNA-seq. Related to Fig. S3. **Table S4.** Downregulated transcripts in maternal KO 2-cell embryos which are persistently hypermethylated in KO PGCs and KO FGOs. Related to Fig. S3

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE196620 and GSE203204. The microarray data have been submitted to the NCBI GEO under accession number GSE233342.

## Abbreviations

5hmC: 5-hyroxymethylcytosine
BSA: Bovine serum albumin
EGFP: Enhanced green fluorescent protein
ESC: Embryonic stem cell
FGO: Fully grown oocyte
FPKM: Fragments per kilobase of exon per million reads mapped
H3K9me3: Histone H3 lysine-9 tri-methylation
IAP: Intracisternal A particle
ICR: Imprinting control region
Kb: Kilobase [kb
KO: Knockout (KO)
LTR: Long terminal repeat (LTR)
MBEI: Model-based expression index
PBS: Phosphate-buffered saline
PCR: Polymerase chain reaction
PGC: Primordial germ cell
WGBS: Whole-genome bisulfite sequencing (WGBS)

# Supplementary material for: DPPA3 facilitates genome-wide DNA demethylation in mouse primordial germ cells
**Source:** BMC Genomics. 2024 Apr 5;25:344. doi: 10.1186/s12864-024-10192-7
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Dppa3 KO in mouse PGCs. Related to Fig. 1. Fig. S2. CG methylation in oocytes [61, 62]. Related to Fig. 2. Fig. S3. Reprogramming defects persists in postnatal oocytes. Related to Fig. 3. Fig. S4. DPPA3 acts in the downstream of PRDM14 and independent of TET1. Related to Fig. 4. Table S1. Number of PGCs collected in this study. Related to Fig. 1 and Fig. S1. Table S2. Sequencing and mapping summary of WGBS. Related to Fig. 1 and Fig. S1. Table S3. Sequencing and mapping summary of RNA-seq. Related to Fig. S3. Table S4. Downregulated transcripts in maternal KO 2-cell embryos which are persistently hypermethylated in KO PGCs and KO FGOs. Related to Fig. S3

## Supplementary Information

### Additional file 1: Fig. S1-4, Tables S1-4.

Fig. S1. *Dppa3* KO in mouse PGCs. Related to Fig. 1.

Fig. S2. CG methylation in oocytes. Related to Fig. 2.

Fig. S3. Reprogramming defects persists in postnatal oocytes. Related to Fig. 3.

Fig. S4. DPPA3 acts in the downstream of PRDM14 and independent of TET1. Related to Fig. 4.

Table S1. Number of PGCs collected in this study. Related to Fig. 1 and Fig. S1.

Table S2. Sequencing and mapping summary of WGBS. Related to Fig. 1 and Fig. S1.

Table S3. Sequencing and mapping summary of RNA-seq. Related to Fig. S3.

Table S4. Downregulated transcripts in maternal KO 2-cell embryos which are persistently hypermethylated in KO PGCs and KO FGOs. Related to Fig. S3.

Fig. S1 | Toriyama et al.

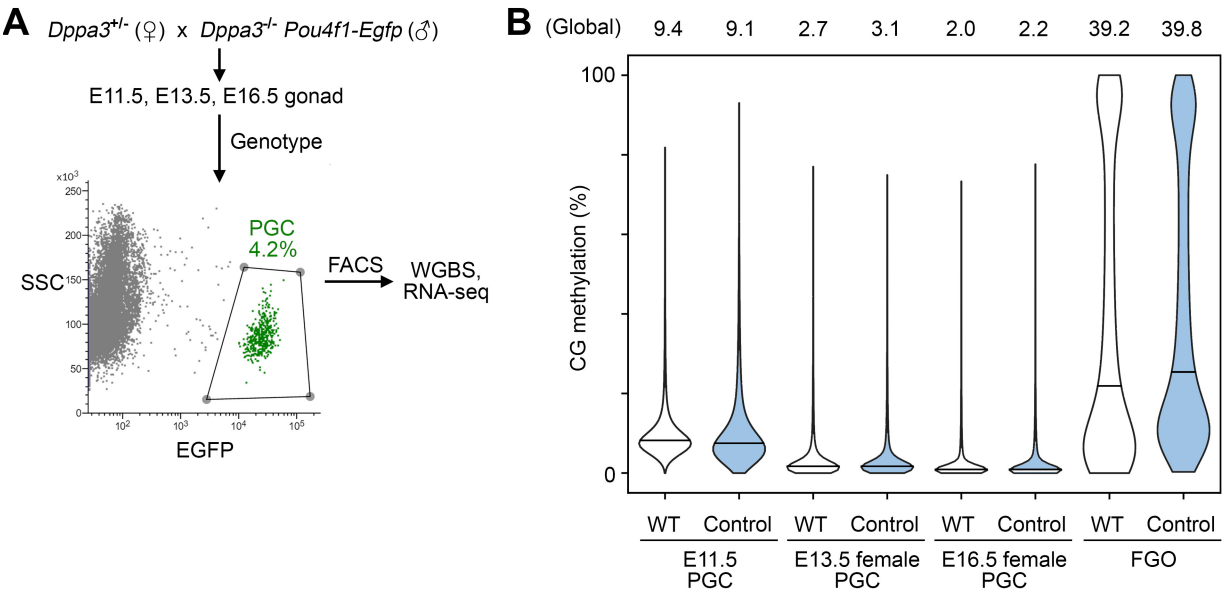

**Fig. S1 | *Dppa3* KO in mouse PGCs. Related to Fig. 1.** (A) Schematic representation of the mouse cross and PGC collection by flow cytometry using POU5F1-EGFP. Embryos were genotyped, and gonads from the desired genotypes were digested for PGC collection by flow cytometry as EGFP-positive cells (4.2% out of all gonad cells) for WGBS and RNA-seq. Dead and aggregated cells were discarded by monitoring forward and side scatter during sorting. (B) Violin plots showing that the distributions of the regional CG methylation levels (10-kb windows) of wild-type (published) and control PGCs (this study) and those of wild-type and control FGOs (only windows informative in all samples were used, n = 249,088) are essentially the same. Horizontal bars indicate the median values. The global CG methylation levels are indicated above the plots. For wild-type cells, published WGBS data [6,11,31] were retrieved and reprocessed. See also **Additional file 1: Tables S1,2.**

Fig. S2 | Toriyama et al.

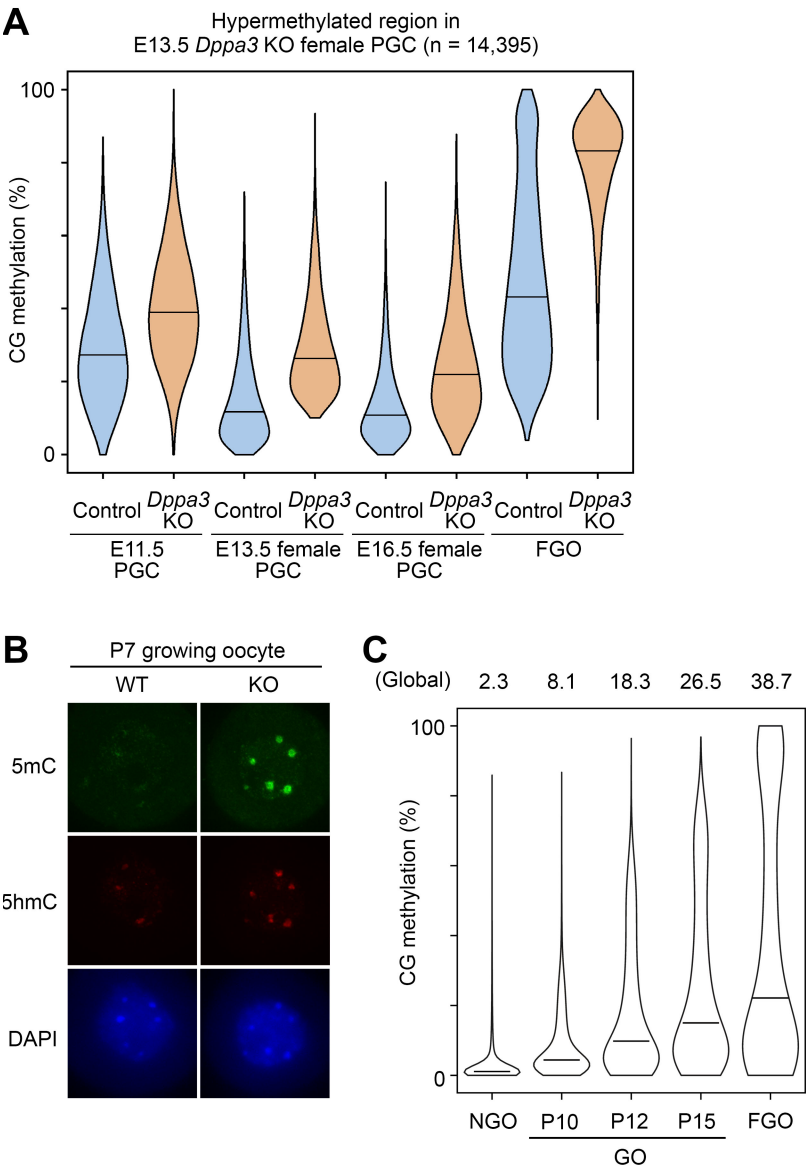

**Fig. S2 | CG methylation in oocytes. Related to Fig. 2.** (A) Violin plots showing that the CG hypermethylation of *Dppa3* KO PGCs persists in PGCs and FGOs (10-kb windows, n = 14,395). (B) Immunostaining of control and KO GOs at postnatal day 7 for 5mC (green) and 5hmC (red). They were counterstained with DAPI (blue). (C) Violin plots showing the distributions of regional CG methylation levels (10-kb windows) in wild-type NGOs, GOs, and FGOs (only windows informative in all samples were used, n = 272,500). Published WGBS data [16,61,62] were retrieved and reprocessed. Horizontal bars indicate the median values. The global CG methylation levels are indicated above the respective plots.

Fig. S3 | Toriyama et al.

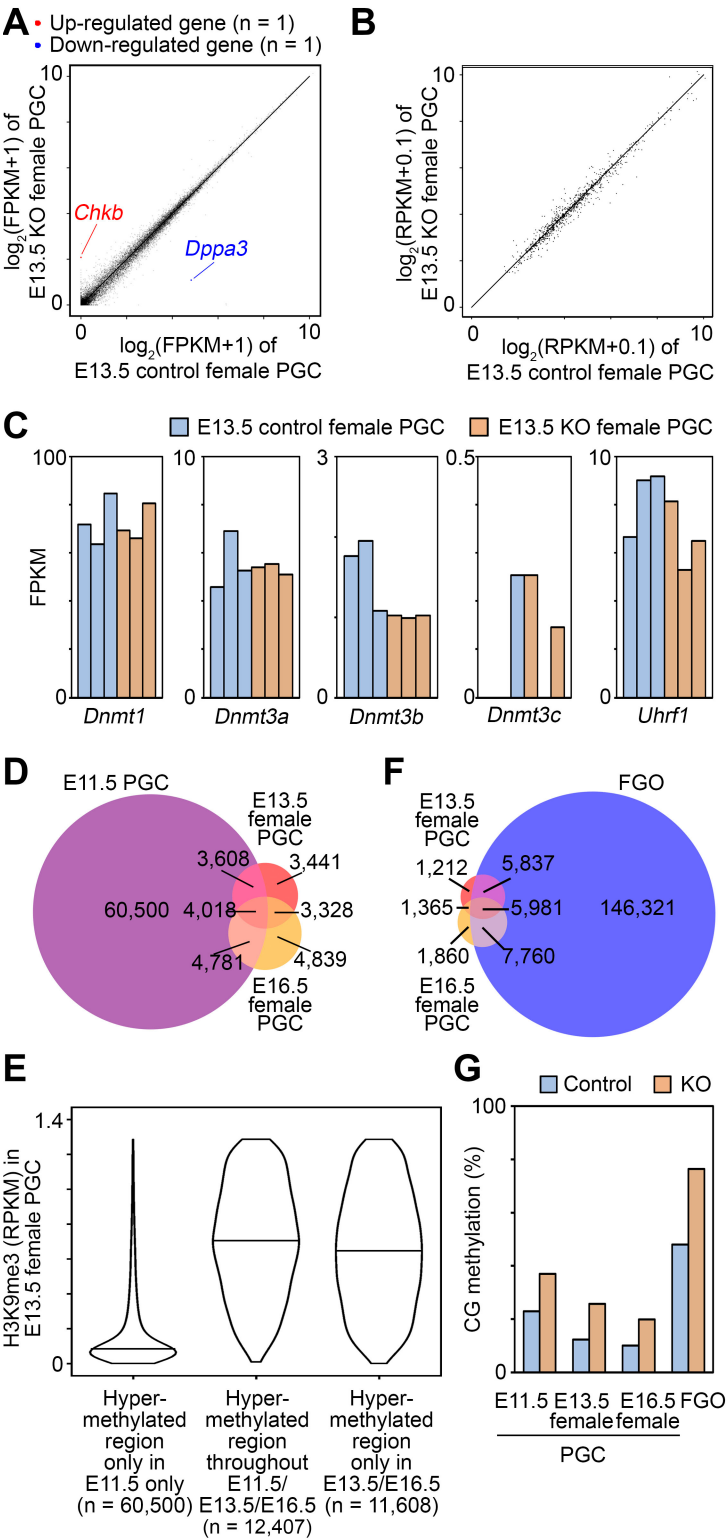

**Fig. S3 | Reprogramming defects persists in postnatal oocytes. Related to Fig. 3. (A)**

Scatterplot comparing the gene expression profiles in E13.5 control and KO female PGCs (n = 24,583). The up- and down-regulated genes are highlighted in red and blue, respectively. (B) Scatterplot comparing the expression levels of repetitive elements in E13.5 control and KO female PGCs (n = 1,033). (C) Gene expression of DNA methyltransferases (*Dnmt1*, *Dnmt3a*, *Dnmt3b*, and *Dnmt3c*) and *Uhrfl* in E13.5 control and KO female PGCs. The FPKM values in all triplicate batches are shown. *Dnmt3l* was not expressed in any batch. (D) Venn diagram showing the overlaps between the hypermethylated regions in E11.5 PGCs and E13.5 and E16.5 female PGCs. The numbers of regions belonging to the respective categories are indicated. (E) Violin plots showing H3K9me3 enrichment in E13.5 wild-type female PGCs for regions hypermethylated only in E11.5, throughout E11.5/E13.5/E16.5 and only in E13.5/E16.5. (F) Venn diagram showing the overlaps between the hypermethylated regions in E13.5 female PGCs, E16.5 female PGCs, and FGOs. The numbers of regions belonging to the respective categories are indicated. (G) CG methylation levels of the major satellite repeat in control and KO PGCs and FGOs.

Fig. S4 | Toriyama et al.

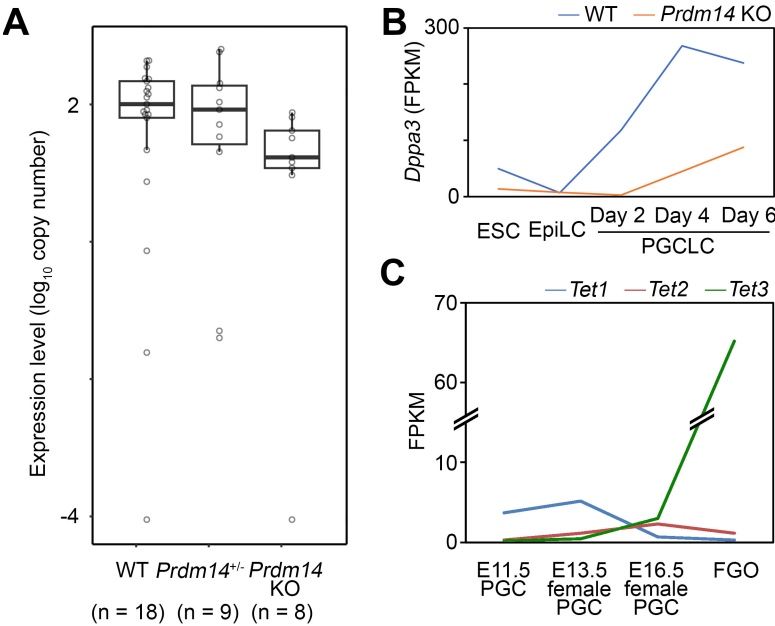

**Fig. S4 | DPPA3 acts in the downstream of PRDM14 and independent of TET1. Related to Fig. 4.** (A) *Dppa3* expression in E7.25-E7.5 *Prdm14* KO PGCs using single cell quantitative PCR analysis. (B) *Dppa3* expression during *in vitro* specification of PGCLCs. Published RNA-seq data from wild-type and *Prdm14* KO PGCLCs [43] were reprocessed. (C) *Tet* family expression during PGC development and oogenesis. Published RNA-seq data from wild-type PGCs [6] and FGOs [44] were reprocessed.

**Table S1. Number of PGCs collected in this study.  
Related to Fig. 1 and Fig. S1**

|                  | No. of PGCs collected |                 |
|------------------|-----------------------|-----------------|
|                  | Control               | <i>Dppa3</i> KO |
| E11.5 PGC        | 86                    | 28              |
|                  |                       | 30              |
| E13.5 female PGC | 342                   | 689             |
|                  | 517                   | 1375            |
|                  | 352                   | 1012            |
|                  | 165                   | 363             |
|                  | 746                   | 642             |
| E16.5 female PGC | 427                   | 1032            |

**Table S2. Sequencing and mapping summary of WGBS.**  
**Related to Fig. 1 and Fig. S1**

| Sample                           |       | Total number of reads | Uniquely mapped reads | Mapping efficiency (%) | Average depth per strand | Bisulfite conversion rate (%) | Global CG methylation (%) | Correlation coefficient of CG methylation (in 500-kb windows) |
|----------------------------------|-------|-----------------------|-----------------------|------------------------|--------------------------|-------------------------------|---------------------------|---------------------------------------------------------------|
| E11.5 control PGC                |       | 1,044,130,842         | 446,778,418           | 60.4                   | 18.3                     | 99.3                          | 9.1                       | 0.93                                                          |
| E11.5 <i>Dppa3</i> KO PGC        | rep 1 | 1,009,735,310         | 162,223,015           | 23.8                   | 6.9                      | 99.0                          | 16.3                      |                                                               |
|                                  | rep 2 | 997,898,274           | 198,091,799           | 28.4                   | 8.1                      | 99.2                          | 14.7                      |                                                               |
| E13.5 control female PGC         | rep 1 | 1,023,871,003         | 416,349,986           | 58.8                   | 17.6                     | 99.5                          | 3.0                       | 0.97                                                          |
|                                  | rep 2 | 1,013,551,287         | 361,772,971           | 55.7                   | 15.4                     | 99.2                          | 3.3                       |                                                               |
| E13.5 <i>Dppa3</i> KO female PGC | rep 1 | 1,036,150,184         | 441,962,069           | 60.5                   | 18.7                     | 99.5                          | 4.8                       | 0.98                                                          |
|                                  | rep 2 | 1,038,062,764         | 373,934,327           | 56.0                   | 15.9                     | 99.2                          | 4.8                       |                                                               |
| E16.5 control female PGC         |       | 939,961,978           | 340,380,379           | 58.4                   | 14.5                     | 99.5                          | 2.2                       | 0.99                                                          |
| E16.5 <i>Dppa3</i> KO female PGC |       | 912,996,500           | 370,137,977           | 62.0                   | 15.7                     | 99.4                          | 3.8                       |                                                               |
| Control FGO                      | rep 1 | 676,854,754           | 346,524,059           | 61.7                   | 12.7                     | 99.5                          | 39.9                      | 0.99                                                          |
|                                  | rep 2 | 221,016,789           | 115,846,797           | 58.4                   | 4.1                      | 99.4                          | 39.9                      |                                                               |
| <i>Dppa3</i> KO FGO              | rep 1 | 911,463,298           | 484,732,946           | 62.5                   | 17.4                     | 99.5                          | 64.4                      | 0.99                                                          |
|                                  | rep 2 | 195,280,108           | 103,500,944           | 60.4                   | 3.7                      | 99.4                          | 63.6                      |                                                               |

**Table S3. Sequencing and mapping summary of RNA-seq.  
Related to Fig. S3**

| Sample                           |       | Total number of reads | Uniquely mapped reads | Mapping efficiency (including multiple mapped reads) (%) | Mapping efficiency (only uniquely mapped reads) (%) | Correlation coefficient (in FPKM) |
|----------------------------------|-------|-----------------------|-----------------------|----------------------------------------------------------|-----------------------------------------------------|-----------------------------------|
| E13.5 control female PGC         | rep 1 | 84,896,636            | 27,993,344            | 45.7                                                     | 37.9                                                | >0.97                             |
|                                  | rep 2 | 78,523,400            | 28,408,480            | 44.2                                                     | 36.4                                                |                                   |
|                                  | rep 3 | 74,431,772            | 32,131,764            | 46.5                                                     | 38.1                                                |                                   |
| E13.5 <i>Dppa3</i> KO female PGC | rep 1 | 84,994,002            | 32,522,818            | 47.0                                                     | 38.6                                                | >0.99                             |
|                                  | rep 2 | 96,905,632            | 34,243,768            | 53.3                                                     | 35.6                                                |                                   |
|                                  | rep 3 | 107,116,304           | 40,150,414            | 45.8                                                     | 37.7                                                |                                   |

**Table S4. Downregulated transcripts in maternal KO 2-cell embryos which are persistently hypermethylated in KO PGCs and KO FGOs. Related to Fig. S3**

| GeneName        | Expression (FPKM) |                     | Description                                                |
|-----------------|-------------------|---------------------|------------------------------------------------------------|
|                 | Control           | <i>Dppa3</i> mat-KO |                                                            |
| <i>Olf1465</i>  | 0.56              | 0.00                | Olfactory receptor                                         |
| <i>Olf348</i>   | 0.76              | 0.00                |                                                            |
| <i>Olf494</i>   | 0.69              | 0.00                |                                                            |
| <i>Olf504</i>   | 0.61              | 0.00                |                                                            |
| <i>Olf589</i>   | 0.54              | 0.00                |                                                            |
| <i>Olf617</i>   | 0.68              | 0.00                |                                                            |
| <i>Olf663</i>   | 0.50              | 0.00                |                                                            |
| <i>Olf963</i>   | 0.55              | 0.00                |                                                            |
| <i>Vmn1r158</i> | 0.91              | 0.00                |                                                            |
| <i>Vmn1r234</i> | 0.52              | 0.00                |                                                            |
| <i>Vmn1r61</i>  | 0.50              | 0.00                |                                                            |
| <i>Taar7d</i>   | 1.07              | 0.00                | Grueneberg ganglion trace-amine receptor,                  |
| <i>Cypt1</i>    | 2.17              | 0.68                | Acrosome-localized cysteine-rich perinuclear theca protein |
| <i>Mrgpra1</i>  | 0.83              | 0.00                | Mast cell G protein membrane protein                       |
| <i>Gm19757</i>  | 9.16              | 0.72                | Unannotated gene                                           |

How the deposited data were processed for this re-analysis (not part of the article)

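Gene expression was measured on Affymetrix mouse genome arrays in 30 single PGCs at E7.25-E7.5, labelled WT, *Prdm14*+/- or *Prdm14* KO in the deposit. The authors amplified the cDNA of each cell, hybridised it to 1 array and calculated the deposited values as log2 MBEI with dChip 1.3 (PM/MM difference model), a model that weighs the probes of a probe set by their fitted sensitivity. Scaling between arrays and the handling of values listed at 0 are not given in the sources used here. The deposited log2 values were taken as they stand, and the median of every array was 0. The 75th percentile over all probe sets ranged from 4.92 to 7.53 between arrays, and that of the values above 0 from 9.92 to 10.47.

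Probe sets were named through the platform's annotation table, whose symbols were checked against RefSeq for GRCm38 by gene identifier, with 0 symbols updated. Of 45101 probe sets, 34958 had 1 gene symbol, 932 had several and 9211 were not listed there and are unnamed here. Where several probe sets had the same symbol, the probe set with the highest mean over the 30 arrays stood for the gene, which left 18194 genes. Of the genes on the fixed lists, 15 were not found under their symbol and were not analysed here.

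Values were floored at 6 on the log2 scale (64 MBEI), the low end of the axis of Fig. 4B. Group means over cells were compared as differences of log2 values. A floored mean understates the distance to a group in which cells lie at the floor. Each sample is 1 cell and the labels name no embryo, so each genotype counts as 1 sample and no test was run. The array run was read from the array codes and entered as a block in a least-squares fit of genotype and run, and differences were also taken within runs 2 and 3. The fit links the labelled KO and WT cells, which share no run, through the *Prdm14*+/- cells. Run 1 held only cells labelled WT, so its 10 cells do not enter this difference. It rests on the 3 cells labelled WT of run 2. Shifts under the block can therefore come from these few cells as well as from the run. No 2 arrays held identical values. Pearson correlations between pairs of arrays ranged from 0.578 to 0.737 over all probe sets.

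The lists of germ cell, pluripotency, DNA methylation, histone modifier, FGF-MAPK target, somatic mesoderm, epiblast and ectoderm, endoderm, blood and endothelial, extraembryonic ectoderm, methylation-sensitive germline, cell cycle, stress and dissociation, housekeeping and sex-linked genes, the genes the paper names and the processing alternatives were fixed before the data were examined. A list's score in a cell was the mean over its measured members. The median difference of its members was placed among 10000 random lists of the same size, each member replaced by 1 of the 200 genes nearest in mean level. Named genes were those the paper names, members of the lists, and the 10 highest and 10 lowest probe sets with 1 symbol in the cells labelled *Prdm14* KO. These were ranked by the smaller of the differences from the cells labelled WT and from those labelled *Prdm14*+/- within run 3. They needed the same sign in both, a mean of at least 8 in the higher group, at least 2 cells above the floor in each group, and every cell labelled *Prdm14* KO on that side of the median of both other groups. On simulated cells in which 200 of 8019 genes were moved by 4, all 20 genes named by this rule for the KO and WT comparison were among the moved ones. The sizes by which the real genes were ranked were smaller, from 2.14 (*Fst*) to 3.52 (*Lonrf1*). The simulation therefore does not show how reliably genes of such sizes are named.

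Alternatives were floors of 16 and 256 MBEI, quantile normalization, scaling to the same 75th percentile, medians over cells, the array run as a block or a single run, leaving out each cell labelled *Prdm14* KO, and the mean over all probe sets of a gene. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.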

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

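The tests of exchanged labels, array runs, raised *Dppa3*, weaker amplification and somatic cells in this part, and the germ cell list without 2 members, were chosen after the results were seen. *Prdm14* was higher in the cells labelled *Prdm14* KO than in those labelled WT by 4.00, although it is the gene the label says is disrupted and the paper does not report its level. A difference between array runs as the whole source of the *Dppa3* pattern is argued against by run 3. There, the cells labelled *Prdm14* KO lay 3.53 above those labelled *Prdm14*+/- in mean *Dppa3*, more than the pooled SD between cells of 2.36. Runs also differed within a label, however. Mean *Dppa3* in the cells labelled *Prdm14*+/- was 9.02 in run 3 and 11.26 in run 2. In those labelled WT it was 9.63 in run 1 and 7.08 in run 2. An effect of the run on the size of the difference stays open. A candidate explanation is that the WT and KO labels were exchanged in the deposit. The *Prdm14* difference and the mismatch of *Dppa3* with Fig. 4B raised it together, so neither can also test it. The 6 of 13 cells labelled WT with *Prdm14* above the floor would count against it only if the probe set lay inside the deletion. Correct labels with *Dppa3* raised by the loss of *Prdm14* stay open on the array values alone. The mean *Prdm14* level of 11.40 in the cells labelled *Prdm14* KO could come from a part of the transcript outside the deletion. The place of the probe set in the allele is not known here. The paper reports *Dppa3* as lower in the KO by quantitative PCR and RNA-seq of PGCLCs and cites immunostaining, which goes against such a rise. Those measures were not analysed here. No sample was moved to another genotype on this ground.

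The germ cell genes had a median difference of 1.48 between the cells labelled *Prdm14* KO and WT, in genes the paper does not discuss apart from *Dppa3*, *Prdm14* and *Prdm1*. Without *Dppa3* and *Prdm14*, their score was 1.28 higher, compared with 1.78 with both. As the whole cause, weaker amplification of cDNA in the cells labelled WT would have moved random lists of genes of similar level alike. The upper end of the central range of these lists was only 0.51. A partial effect stays open. Of 18194 genes, 1437 were higher by at least 1 in the cells labelled *Prdm14* KO and 786 were lower by as much. The 75th percentile of an array averaged 7.20 in the cells labelled *Prdm14* KO and 6.47 in those labelled WT. Somatic mesoderm cells among those labelled WT are made less likely by the choice of cells positive for *Prdm1* by PCR, with *Prdm1* at 8.04 or above on the array in every cell labelled WT, but the tables do not settle it, since the somatic mesoderm score differed by -0.39, less than the pooled SD between cells of 0.50, but by -1.16 with the run as a block. Of its 5 members with a mean above 10 in the cells labelled WT, *Msx2* (9.57 and 10.64, labelled KO and WT), *Evx1* (10.28 and 10.97) and *Msx1* (11.68 and 11.99) were lower in the cells labelled *Prdm14* KO, and *Cdx2* (10.90 and 10.90) and *Bmp4* (10.68 and 10.70) hardly differed.

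The somatic mesoderm genes had a median difference of -0.57 between the cells labelled *Prdm14* KO and WT, and 0.00% of the random lists lay lower. For the FGF-MAPK target genes the median difference was 0.61, at the 98.7 percentile of random lists. The difference in their score, 0.45, changed sign to -0.05 when arrays were scaled to the same 75th percentile. Against the cells labelled *Prdm14*+/- within run 3 their median difference was 0.31, at the 85.5 percentile, and their score differed by 0.72 (SD 0.56). Of the 4 *Dppa3* values in the cells labelled *Prdm14* KO, that of cell 8 stood apart, with a gap to the next value of 0.882 of the range of the 4. Chance alone marks about 1 in 20 groups in this way, and 1 of the 16 results examined was marked.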

How the results depend on the processing

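In this part, the alternatives for *Prdm14*, the exchange of labels, the scaling on probe sets above 0 and the germ cell list without 2 members were chosen after seeing the data. Groups are named by their deposited labels. *Dppa3*, *Prdm14* KO minus WT, was above 0 under all 10 alternatives set before the data were examined, from 2.87 to 7.71, the highest with the array run as a block. *Prdm14* KO minus *Prdm14*+/- ranged from 0.60 with medians to 3.53 within run 3. *Prdm14*+/- minus WT ranged from 1.13 to 4.18, the latter both with the run as a block and within run 2, where only 3 cells were labelled WT. Without each cell labelled *Prdm14* KO in turn, KO minus WT ranged from 3.43 to 3.70 for *Dppa3* and from 3.75 to 4.46 for *Prdm14*. With medians the *Prdm14* difference was 5.72, since the median of the cells labelled WT lay at the floor. With the WT and KO labels exchanged, the differences become by construction -3.51 for *Dppa3* and -4.00 for *Prdm14*. Of 322 alternatives for the list scores set before the data were examined, 309 moved the score by no more than the SD between cells. The sign changed in 26, of which 24 concern differences that were within that SD to begin with and 2 concern larger ones. With the run as a block, KO minus WT moved to 2.60 for the germ cell, -1.16 for the somatic mesoderm, 0.45 for the blood and endothelial and 0.56 for the methylation-sensitive germline genes, and turned to 0.26 for the housekeeping genes. Scaling to the same 75th percentile gave KO minus WT values of -0.69 for the histone modifier, -0.64 for the cell cycle, -0.93 for the housekeeping and -0.0534 for the FGF-MAPK target genes, and KO minus *Prdm14*+/- values of -0.37 for the histone modifier and -0.65 for the housekeeping genes. That percentile lies among weak values, and scaling on the 3239 probe sets above 0 on all arrays moved 0 of 28 list results by more than the SD. A floor of 16 MBEI gave 0.58 for the blood and endothelial and 0.52 for the methylation-sensitive germline genes. Apart from the exchange, the cause of these moves was not tested. Ranking with the run as a block kept 4 of the 10 highest and 5 of the 10 lowest genes. Replicate numbers are not shared between genotypes. No paired analysis was possible because no cell of a genotype has a partner in another. With most probe sets at 0, weak transcripts cannot be told from absent ones.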

Differences from the paper's values

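Fig. 4B shows medians of *Dppa3* of about 13 for WT and about 10 for *Prdm14* KO, read by eye, on the log2 MBEI scale. The cells with these labels had means of 9.05 (labelled WT) and 12.55 (labelled *Prdm14* KO). The paper's difference between KO and WT is about -2.6 in Fig. 4B, read by eye, and the deposited labels gave 3.51. Of the alternatives set before the data were examined, none of the 10 run for the difference brought it within the paper's range, and none of the 5 run for the levels (other floors, quantile normalization, scaling to the same 75th percentile and medians) did so for WT or *Prdm14* KO. With the WT and KO labels exchanged, an alternative chosen after seeing the values, the levels become 12.55 for WT and 9.05 for *Prdm14* KO and the difference -3.51, within the SD between cells of the figure's, with *Dppa3*, the 1 gene the paper calls here, kept and 0 dropped. These values follow by construction and test nothing, since the mismatch with the figure and the *Prdm14* difference are what raised the exchange. For *Prdm14*+/- the median is about 12 in Fig. 4B, read by eye, and the cells with that label had a mean of 10.23, lowered by 3 cells at the floor. Of the same 5 alternatives only the median, 12.12, matched the figure, and the other 4 stayed lower. The medians of the other labels were 9.26 (labelled WT) and 12.71 (labelled *Prdm14* KO).

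The paper states that *Dppa3* was lower in *Prdm14* KO PGCs than in WT in this experiment, and the cells labelled *Prdm14* KO were higher. Cell numbers also differ. Fig. 4B prints n = 4 for WT, n = 8 for *Prdm14*+/- and n = 8 for *Prdm14* KO, and the labels give 13, 13 and 4. The 4 points drawn for WT lie at about 12 to about 13 in Fig. 4B, read by eye, where the 4 cells labelled *Prdm14* KO lie (11.98 to 12.80). The lowest point drawn for *Prdm14*+/- is at about 9.9 in Fig. 4B, read by eye, and 8 of the 13 cells with that label lie at 9.85 or above. The points drawn for *Prdm14* KO span about 9 to about 12 in Fig. 4B, read by eye, and 9 of the 13 cells labelled WT lie from 9.02 to 11.77. The paper's text gives no reason for leaving cells out.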

Other observations

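Beyond the germ cell genes, single members of the pluripotency and DNA methylation lists differed between the deposited labels by several units on the log2 scale, in means over 4 cells labelled *Prdm14* KO and 13 labelled WT. The direction of each is open, since the *Prdm14* transcript ran against the labels. Of 15 pluripotency genes measured, 4 were higher by at least 1 in the cells labelled *Prdm14* KO and 1 was lower. *Sox2* was higher by 4.90, *Klf2* by 4.17, *Dppa5a* by 2.70 and *Esrrb*, an orphan nuclear receptor of the naive state, by 2.01, while *Tbx3* differed by -1.16, *Pou5f1* by 0.10 and *Nanog* by -0.09. In the cells labelled WT, *Klf2* and *Esrrb* had means of 6.34 and 6.19, near the floor of 6. *Sox2* was at the floor in 7 of those 13 cells. The sizes for these genes thus depend on the floor. The difference of *Tbx3* was within its pooled SD between cells of 1.82. The median over the list was 0.00, but the mean over its members was higher by 0.81 (SD 0.46), or by 0.89 with the run as a block. Of 8 DNA methylation genes, 1 was higher and 2 were lower by at least 1, with a median of -0.07. The de novo methyltransferase *Dnmt3b* differed by -3.52 (7.66 and 11.18 in the cells labelled *Prdm14* KO and WT). *Uhrf1*, a factor of maintenance methylation, differed by -2.02, whereas *Tet1* differed by 2.33. Other probe sets gave smaller differences, of -1.44 for *Dnmt3b*, -0.40 for *Uhrf1* (pooled SD 0.73) and 1.20 for *Tet1* (pooled SD 1.23). The remaining *Tet1* probe sets were at the floor in every cell. *Dnmt1* differed by 0.40, *Dnmt3a* by -0.79 at the probe set with the highest mean and by 1.48 at another, *Dnmt3l* by -0.15 and *Tet2* by 0.89, and *Tet3* was at the floor in every cell. Among 11 histone modifier genes, the H3K9 methyltransferase *Ehmt1* differed by -1.80, *Kdm6b* by -1.50 and *Suz12* by 1.19, with a median of 0.03. *Daxx* differed by -0.14. Other genes that the paper names were *Chkb* (0.92), *Impact* (0.45), *Kcnq1ot1* (-0.57), *Igf2r* (0.52, and 2.24 at another probe set) and *Plagl1* (1.50). Each was within its pooled SD between cells (2.34 for *Plagl1*), apart from *Igf2r* at the other probe set. There, 12 of the 13 cells labelled WT lay at the floor. For *Plagl1*, 10 of them did. The cells labelled *Prdm14* KO and WT share no array run. Several of these values change with the run as a block, which leaves only the 3 cells labelled WT of run 2. So treated, *Tet1* differed by 1.63 and *Dnmt3b* by -5.22. With the run as a block, *Chkb* differed by -0.01, *Impact* by -1.35, *Kcnq1ot1* by 0.02, *Pou5f1* by -0.48, *Nanog* by -1.28, *Dnmt3l* by 0.57, *Suz12* by 0.31, *Plagl1* by 0.80, *Dnmt3a* by -0.32, *Daxx* by -1.17, *Igf2r* by 1.42, *Dnmt1* by 1.16, *Uhrf1* by -3.52 and *Ehmt1* by -3.09.

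Genes of other cell types were mostly low. Of the 14 endoderm genes 5, and of the 13 blood and endothelial genes 7, were at the floor in every cell, and the median difference was 0.00 in both lists, which for the blood and endothelial genes follows from the members at the floor. The mean over these 13 genes was higher by 0.28 (SD 0.16), and that over the endoderm genes by 0.07 (SD 0.18). *Sox17* (1.10) and *Lmo2* (2.65) were the only members of the 2 lists higher by at least 1 in the cells labelled *Prdm14* KO. For the epiblast and ectoderm genes the median was 0.00 and the mean differed by -0.21 (SD 0.21), with *Pim2* at -1.14 and *Sox3* at -1.02 (0.89 with the run as a block), and for the extraembryonic ectoderm genes it was -0.08, with *Tfap2a* at -1.50 and *Hand1* at -1.04. Among the somatic mesoderm genes, 4 were lower by at least 1, *Mesp1* (-1.19), *Msx2* (-1.07), *Hand1* and *Mixl1* (-1.03), and *Tbx6* was higher by 1.44. Methylation-sensitive germline genes had a median of 0.00, with *Ddx4* at 1.82, but at -0.30 against the cells labelled *Prdm14*+/- within run 3. In the FGF-MAPK list, *Fgfr2* differed by 1.65, *Spry4* by 1.46 and *Fgfr1* by -1.40. The medians were 0.09 for the cell cycle genes, with *Ccnd1* at -1.34 and *Plk1* at 1.00, -0.14 for the stress and dissociation genes, with *Fos* at 3.59, *Gadd45a* at 3.09 and *Atf3* at -1.05, and -0.09 for the housekeeping genes, with *Hprt* at -2.08 (2.96 with the run as a block). The mean over the stress and dissociation genes went the other way from their median, by 0.48 (SD 0.47), and that over the housekeeping genes differed by -0.23 (SD 0.21). *Mesp1*, *Hand1*, *Mixl1*, *Sox17*, *Pim2*, *Sox3* and *Tfap2a* differed by less than their pooled SD between cells. So did *Plk1*, *Ccnd1*, *Atf3* and *Hprt*. The block also moved *Mesp1* to -5.22, *Mixl1* to -3.11, *Hand1* to -1.99, *Msx2* to -0.65, *Tbx6* to 0.60, *Sox17* to 2.41, *Pim2* to -2.22, *Ddx4* to 1.13, *Fgfr2* to 3.56, *Ccnd1* to -2.53, *Plk1* to 1.52 and *Atf3* to -2.35, and *Fgfr1* differed by 0.14 from the cells labelled *Prdm14*+/- within run 3.

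Genes were also ranked by the smaller of their differences from the cells labelled WT and from those labelled *Prdm14*+/- within run 3, with the same sign required in both. The 10 highest in the cells labelled *Prdm14* KO, with the difference from those labelled WT, were *Lonrf1* (3.69), *Gadd45a*, *Wsb2* (3.55), *Ggh* (3.07), *Cpsf4l* (3.45), *Ppm1m* (2.92), *Sox2*, *Ina* (3.52), *Fos* and *Arl15* (2.78). The 10 lowest were *Wnt5b* (-3.38), *Wls*, which carries WNT proteins to the cell surface (-3.17), *Dnmt3b*, *Lrpap1* (-2.76), *Rps6ka6* (-2.67), *Nudt16l1* (-2.32), *Mex3a* (-2.32), *Tbcc* (-2.35), *Kat14* (-2.25) and *Fst*, which encodes the activin antagonist follistatin (-3.04). Most of these names depend on how the run is treated. Ranking by the difference with the run as a block shares 4 of the 10 highest and 5 of the 10 lowest. The block also moved sizes, with *Wsb2* at 6.67, *Wnt5b* at -6.14, *Fst* at -4.98 and *Mex3a* at -4.89. Those of *Cpsf4l* (2.46), *Ppm1m* (2.60) and *Kat14* (-2.20) became smaller. For *Fos*, *Lonrf1*, *Cpsf4l* and *Arl15*, 10, 9, 8 and 8 of the 13 cells labelled WT lay at the floor. For *Sox2* and *Ina*, 7 of them did. For *Wnt5b*, *Wls*, *Dnmt3b*, *Lrpap1*, *Mex3a* and *Fst*, 2 of the 4 cells labelled *Prdm14* KO lay there. Of the ranked genes, only *Rps6ka6* had no cell at the floor under either label. The sizes of these differences thus depend on the floor, and no other floor was run for the ranking.

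The sexes of the cells differed between the labels. At least 1 of the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* was above the floor in 4 of 4 cells labelled *Prdm14* KO, in 5 of 13 labelled WT and in 2 of 13 labelled *Prdm14*+/-. *Xist* was above the floor in 1, 7 and 10 of them. The 1 cell labelled *Prdm14* KO with *Xist* above the floor, cell 21, also had Y-linked genes above it. Its levels were 8.53 for *Xist*, 10.26 for *Eif2s3y* and 10.09 for *Uty*. No other cell had both. Whether this array holds cDNA of more than 1 cell was not tested. In the 6 cells labelled *Prdm14*+/- of run 3, the only ones that share a run with those labelled *Prdm14* KO, *Xist* was above the floor in 6 and a Y-linked gene in 0. Sex and label are thus largely joined in that run.

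Signs of array quality also differed in part. The cells labelled *Prdm14* KO had 12883 ± 309 probe sets above the floor (SD, n = 4), those labelled *Prdm14*+/- 12276 ± 1235 (SD, n = 13) and those labelled WT 12017 ± 1258 (SD, n = 13). The spiked Lys control (its 3′ probe set) differed by 0.03 between the cells labelled *Prdm14* KO and WT, the Dap control by 0.18 and the Phe control by -0.22. With the run as a block these were 0.10, 0.79 and -2.30, and the Phe control differed by -1.37 (SD 1.14) from the cells labelled *Prdm14*+/- within run 3. The Thr control differed by 1.77 (SD 1.24), with 3 of 4 cells labelled *Prdm14* KO and 3 of 13 labelled WT above the floor. Mouse *Gapdh* differed by -0.16 at its 3′ probe set (SD 0.06) and by -0.56 at its 5′ probe set (SD 0.25), with 0 of 4 cells labelled *Prdm14* KO above the median of those labelled WT in both. Mouse *Actb* differed by -0.10 at its 3′ probe set (SD 0.41), by -0.86 at its 5′ probe set (SD 0.78) and by -0.26 at its middle probe set (SD 0.66). With the run as a block, *Gapdh* was lower by 0.30 (3′) and 1.00 (5′) in the cells labelled *Prdm14* KO and *Actb* differed by -0.99 (3′), -1.67 (middle) and -1.84 (5′), so the lower signal was not limited to the 5′ end.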
